A study of Mus musculus with 12 samples.

How the data were processed

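RNA was sequenced from 4 cell populations sorted from mouse bone marrow, with 3 libraries per population and 12 libraries in all. Per the labels, the populations were DN-GMPs (granulocyte-monocyte progenitors with neither E-cadherin nor the IgE receptor chain FceRIa at the surface), Pro-BMPs (E-cadherin present, FceRIa absent), Pre-BMPs (FceRIa present, E-cadherin given as absent) and basophils (c-Kit absent, CD49b and FceRIa present). The series describes 3 C57BL/6J mice and independent triplicates. The labels number the libraries 1 to 3 in each population but do not state that a number marks a mouse, so the p-values measure the spread between these libraries. Per the labels' protocols, cells were sorted in 2 rounds into TRIzol and libraries were made with SmartSeq v4 and Nextera XT kits. These kits do not mark strand, so reads of a gene and of an overlapping antisense gene cannot be told apart.

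The authors deposited log2 values for every library and gene. Per the submitters' processing notes, the tools were Trimmomatic, STAR, deepTools and HTSeq, with no version given. The genome build and annotation of the authors are not given in the sources used here. In each deposited column, 2 raised to the value is a whole number plus 0.5, times a constant, so the log2 values are of the form log2 of reads plus 0.5 per 1000000 (CPM) of a scaled library size. Reads taken back in this way were within 0.001 of a whole number for 100% of values. The scaled library sizes ran from 40263971 to 58553590 reads, and they differ from the library totals, so a scaling factor per library is part of the deposited values. The table lists 14560 genes and 3 rows for reads assigned to no gene, which were left out of all tests. Of all reads in the table, 6.65% to 12.6% per library overlapped no annotated feature, 3.63% to 4.14% were ambiguous and 8.51% to 12.1% aligned to more than 1 place. Reads on listed genes totalled 29762981 to 42502405 per library. At that depth a count of 0 in a library allows up to 3 reads, or 0.0512 to 0.0745 CPM. These limits cover counting error only. Libraries of a population could differ by more: Csf1r, named outside the rule here, stood at 0, 0 and 9.84 CPM in the Pre-BMP libraries.

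The design fixed before the data were examined assumed normalized counts with 1 added before the logarithm. The file held log2 values with 0.5 read added, so limma (version 3.58.1, in R version 4.3.3) was run on the deposited log2 values as they stand. Models had 1 mean per population over all 12 libraries, with no block, and moderated variances with a mean-variance trend. Tests were two-sided, and calls used a Benjamini-Hochberg adjusted p under 0.05 over all genes. The 4 populations were compared with a moderated F-test, and 4 contrasts were tested: Pro-BMPs against DN-GMPs, Pre-BMPs against Pro-BMPs, basophils against Pre-BMPs, and Pre-BMPs against DN-GMPs. The count minimums of the design were applied to reads scaled to the geometric mean of the scaled libraries, 47433531 reads, a reading of the design chosen after the unit was known. The filter of at least 10 such reads in at least 3 libraries removed 0 genes. Expression is given in CPM of the scaled library size, without the added 0.5 read, as mean ± SD over 3 libraries. Log2 changes are differences of mean log2 values on the deposited scale, which for low genes can differ from the ratio of the printed means, and are given with standard errors (SE). Where all libraries of a population were at 0, the fold is a lower bound against 3 reads per library. Folds given as at least thus allow for counting error alone, not for the spread between libraries.

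Gene lists were fixed before the data were examined: basophil markers, mast cell markers, IgE receptor and mediator machinery, neutrophil primary granule and neutrophil progenitor, mature neutrophil, monocyte and dendritic cell, eosinophil, megakaryocyte and erythroid, stem and multipotent progenitor, lymphoid, S phase, G2 and M phase, ribosome biogenesis and Myc, hematopoietic transcription factors, cadherin, catenin and integrin, cytokine receptors, cytokines and chemokines, MHC class II, interferon response, immediate early and dissociation stress, and cholesterol synthesis. The stromal and endothelial list had 3 listed genes and the sex-linked list 1, under the minimum of 4, and were not tested. Lists overlap: 14 of the 24 basophil marker genes and 2 of the 12 eosinophil genes are also in another list. Further examples are 12 of the 33 transcription factor, 7 of the 23 megakaryocyte and erythroid and 7 of the 20 cytokine and chemokine genes. In the mast cell and IgE receptor lists, 5 of 22 and 5 of 20 genes are shared. Calls of lists that share genes are therefore not independent. The 21 remaining lists were tested in 4 comparisons with limma's camera at an inter-gene correlation of 0.01, adjusted over all 84 tests, and again with an estimated correlation and with fry. At the correlation of 0.01, other groupings of the libraries also gave a median of 23 list calls. Small camera p-values at that setting are therefore weak evidence by themselves.

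Genes named in the text follow a rule fixed before the data were examined. In each comparison these are the sorting marker genes, and the 6 largest rises and 6 largest falls among called genes whose libraries did not overlap and whose mean was at least 100 scaled reads in the higher population. Predicted, mitochondrial, histone cluster and small RNA genes were left out of these. For each list they are also up to 3 called members with the largest changes and at least 50 scaled reads in the higher population, or the most abundant member where none was called. The text gives part of the list genes where lists overlap. Genes named outside the rule are marked as such. Symbols are as deposited. Of 2230 genes listed by identifier alone, 2189 were named from a reference table. Coordinates come from a match of Ensembl identifiers to GENCODE M21 on GRCm38. Reads of near-identical genes, such as Ear1, Ear2 and Ear6 or the mast cell tryptases, may be split between copies, and these values are uncertain.

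The limma step was tested on simulated counts for the 14560 genes, with 200 genes changed between Pro-BMPs and DN-GMPs. It recovered 30.0% of the genes raised and 28.0% of those lowered by 1 on the log2 scale, and 66.0% and 56.0% of those raised and lowered by 2, with 4 calls among unchanged genes. Alternatives were an added 5 reads, a minimum of 50 scaled reads, TMM factors computed by hand-written code on recovered reads, quantile normalization, voom weights, fits of the 2 populations alone, a replicate block, each library left out in turn, and a minimum log2 change of 1. Chosen after seeing the data were an added 1 read, scaling to the total of listed gene reads, and median-ratio scaling. The planned count-model tests with edgeR and DESeq2 were not run, because the deposited unit is log2. Whole reads could be recovered from it, so this unit alone did not prevent them, and their results are not known.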

Results

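Gene expression was measured by RNA sequencing in 4 populations sorted from mouse bone marrow: DN-GMPs, Pro-BMPs, Pre-BMPs and basophils, with 3 libraries each. The title of the series names E-cadherin as a mark of early commitment to the basophil and mast cell fate, and the gates follow E-cadherin (CDH1) and the high-affinity IgE receptor chain (FceRIa). Reads on listed genes totalled 29762981 to 36939443 in DN-GMP libraries, 34195323 to 42502405 in Pro-BMPs, 35602065 to 37458352 in Pre-BMPs and 38246380 to 39471460 in basophils. Levels are given in CPM, counts per 1000000 of the deposited scaled library size. The share of reads outside annotated features rose along the same order, from 6.65% to 7.77% in DN-GMPs, 7.69% to 8.42% in Pro-BMPs and 9.15% to 10.2% in Pre-BMPs to 11.2% to 12.6% in basophils. Over the 8128 genes with a mean log2 value above that of 10 CPM, the first principal component held 61.2% of the variance and ordered the libraries from DN-GMPs through Pro-BMPs and Pre-BMPs to basophils. Expression differed among the 4 populations in 6810 of 14560 genes (limma moderated F-test, adjusted p under 0.05).

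The sorting markers were examined first, since they check the labels. Cdh1 (ENSMUSG00000000303, GRCm38 chromosome 8, 106603351 to 106670246), which encodes E-cadherin, stood at 0.0911 ± 0.0647 CPM in DN-GMPs (SD, n = 3) and 42.8 ± 11.7 in Pro-BMPs. It reached 147 ± 37.6 in Pre-BMPs, whose label gives E-cadherin as absent, and 1050 ± 159 in basophils. Its rise from DN-GMPs to Pro-BMPs was 8.97 on the log2 scale (SE 0.492, limma adjusted p = 1.55e-06), but this was not called with voom weights (adjusted p = 0.114). The rise from Pro-BMPs to Pre-BMPs was 1.78 (SE 0.492, limma adjusted p = 0.0449), with all Pre-BMP libraries above all Pro-BMP libraries. That call was lost whichever of the 6 libraries was left out, with limma adjusted p between 0.0631 and 0.152. It was also lost with a replicate block (limma adjusted p = 0.0705). Fcer1a (ENSMUSG00000005339, chromosome 1, 173221284 to 173227214) had 0 reads in DN-GMPs. It stood at 1.56 ± 1.61 CPM in Pro-BMPs (0.641 without replicate 3), 458 ± 31.6 in Pre-BMPs and 2862 ± 189 in basophils. Its change from Pro-BMPs to Pre-BMPs was 8.72 on the log2 scale (SE 0.566, limma adjusted p = 8.02e-06). Kit, the stem cell factor receptor, was at 463 ± 72.8 in Pre-BMPs and fell by 4.49 on the log2 scale to 22.4 ± 10.3 in basophils (SE 0.325, limma adjusted p = 2.19e-06). Cd34 also fell in basophils, to 31.5 ± 17.1. Itga2, which encodes CD49b, was at 5.08 ± 2.95 in Pre-BMPs and 124 ± 35.7 in basophils, but this change was not called (limma adjusted p = 0.108). It was called with voom weights (adjusted p = 0.000364), with 5 reads added, with the 2 populations fitted alone and with a replicate block. Itgam, which encodes CD11b, rose by 5.04 on the log2 scale at this step (SE 0.49, limma adjusted p = 1.92e-05), and Fcgr3 and Fcgr2b rose as well. Ly6a was not called in any of the 4 comparisons.

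**Figure D1:**
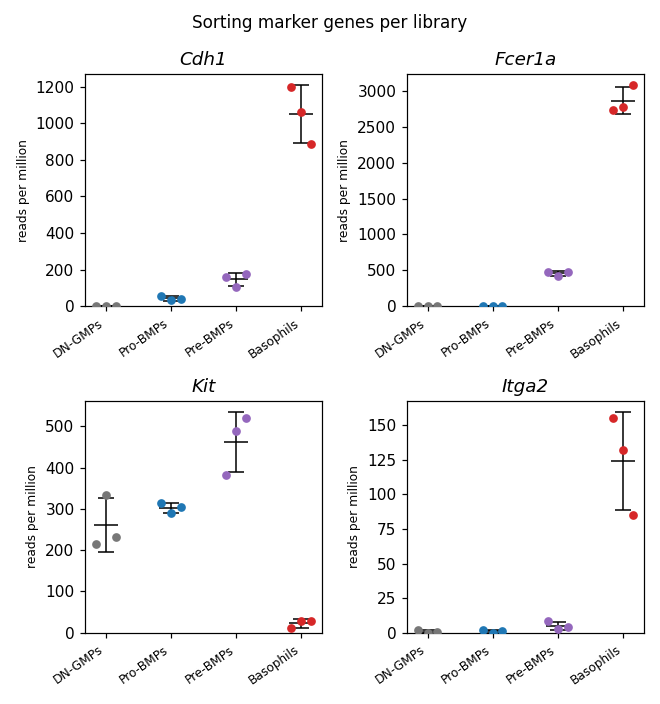
CPM of Cdh1, Fcer1a, Kit and Itga2 (vertical axes, linear, from 0) in the 12 libraries by population (horizontal axes), with points for libraries and bars for the mean and SD of 3. Cdh1 averages 42.8 in Pro-BMPs, 147 in Pre-BMPs and 1050 in basophils, while Kit averages 463 in Pre-BMPs and 22.4 in basophils.

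Pro-BMPs were compared with DN-GMPs to ask what accompanies the gain of surface E-cadherin. Pro-BMPs had higher RNA of basophil and eosinophil genes and lower RNA of monocyte genes, while the neutrophil granule list was not called. Of 23 measured basophil markers, 12 rose and 0 fell (13 and 0 adjusted over the list alone; camera adjusted p = 2.03e-19). Prss34 (ENSMUSG00000056399, chromosome 17, 25298394 to 25300165), a basophil serine protease, rose from 0.0343 ± 0.0594, with reads in replicate 2 alone, to 99.7 ± 46.6 CPM. Cyp11a1, a steroid-synthesis enzyme, had 0 reads in DN-GMPs and was at least 193-fold higher in Pro-BMPs, at 12.9 ± 1.09. Of 12 eosinophil genes, 9 rose and 0 fell (9 and 0 adjusted over the list alone; camera adjusted p = 7.69e-22). The eosinophil-associated ribonucleases Ear6, Ear2 and Ear1 had 0 reads in DN-GMPs and were at least 593-fold, 364-fold and 381-fold higher in Pro-BMPs, at 39.5 ± 28.4, 24.2 ± 10.8 and 25.4 ± 18.7 CPM. Without Pro-BMP replicate 3 the bounds of Ear6 and Ear1 fell to 368-fold and 222-fold. Il5ra, the receptor chain for interleukin 5, was at least 203-fold higher, at 13.5 ± 1.20 CPM. With voom weights, calls in this comparison were lost for Prss34 (adjusted p = 0.416), Ear6 (0.188), Ear1 (0.0961), Ear2 (0.051) and Fcer1a (0.196), all at or near 0 reads in DN-GMPs.

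The IgE receptor and mediator list had 8 members higher and 0 lower of 20 (10 and 1 adjusted over the list alone; camera adjusted p = 1.71e-09). Among them, Ms4a2, the receptor's beta chain, rose from 1.25 ± 0.794 (0.793 without replicate 1) to 202 ± 26.0, and Il1rl1, the interleukin 33 receptor, from 0.348 ± 0.602, with reads in replicate 3 alone, to 47.4 ± 10.1. The mast cell list had 2 members higher of 15, Cpa3 and Gata2 (5 and 0 adjusted over the list alone; camera adjusted p = 8.20e-04). Both were highest in basophils, at 3585 ± 234 and 2104 ± 218 CPM, so these 2 calls do not set mast cells apart from basophils. In Pro-BMPs the tryptase Tpsb2 had 0 reads and the chymase Cma1 stood at 0.992 ± 0.651. Cpa3, a carboxypeptidase, rose by 3.81 on the log2 scale (SE 0.171, limma adjusted p = 2.95e-07). Gata2 rose by 2.76 (SE 0.263) and Gfi1b by 3.27 (SE 0.325). The transcription factor list had 7 members higher and 0 lower of 30 (9 and 3 adjusted over the list alone; camera adjusted p = 8.62e-04), a call lost with an estimated correlation (adjusted p = 0.0737). Of 20 megakaryocyte and erythroid genes, 5 rose and 1 fell (6 and 2 adjusted over the list alone; camera adjusted p = 1.25e-04). Klf1, an erythroid factor, rose from 0.0274 ± 0.0475, with reads in replicate 2 alone, to 19.7 ± 5.64, and the platelet chemokine Pf4 fell from 33.3 ± 16.4 to 1.63 ± 0.982.

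Monocyte and dendritic cell genes had 1 member higher and 4 lower of 13 (1 and 8 adjusted over the list alone; camera adjusted p = 3.94e-09). The chemokine receptor Ccr2 fell from 87.5 ± 9.71 to 2.04 ± 0.889 CPM, and F13a1 from 627 ± 154 to 25.9 ± 7.95. Of 17 neutrophil granule and progenitor genes 0 rose and 1, Hp, fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.618). The fall of Hp, by 0.67 on the log2 scale (SE 0.145, limma adjusted p = 0.0346), was lost with any of 5 libraries left out (adjusted p up to 0.138), with quantile normalization and with the 2 populations fitted alone (the higher of these 0.0879). S phase genes lay lower as a list, with 0 of 26 members called higher and 0 lower (0 and 1 adjusted over the list alone; camera adjusted p = 4.93e-06, and 0.0464 with an estimated correlation). List calls with 0 members called in either direction, each lost with an estimated correlation, were also made for G2 and M phase genes, which lay higher (0 and 0 adjusted over the list alone; camera adjusted p = 0.0167, then adjusted p = 0.536), and for ribosome biogenesis and Myc genes, which lay lower (0 and 0 adjusted over the list alone; camera adjusted p = 0.00356, then adjusted p = 0.105). Of 13 cytokines and chemokines 4 rose and 0 fell (4 and 0 adjusted over the list alone; camera adjusted p = 0.00147), lost with an estimated correlation (adjusted p = 0.133). The largest falls among genes that met the naming rule were of Tmem268, Nrp1, Arhgap12, Kcnj5, Slamf6 and Tmem178, each at 0 reads in all Pro-BMP libraries. Nrp1, a semaphorin co-receptor, was at least 251-fold lower (limma adjusted p = 0.019), a call lost with any of 5 libraries left out (adjusted p up to 0.07). This fold allows for counting error alone, and Nrp1 stood at 0, 1.83 and 0 CPM in the basophil libraries. In total 291 genes were higher and 78 lower, and 276 of these changed by at least 1 on the log2 scale. The count fell to 231 without Pro-BMP replicate 3 and to 228 with the 2 populations fitted alone. Lower genes alone numbered from 49 (without DN-GMP replicate 3) to 84 (without DN-GMP replicate 2) when a library was left out. With voom weights 155 were higher and 106 lower, so the split of directions moved from 78.9% to 59.4% higher.

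**Figure D2:**
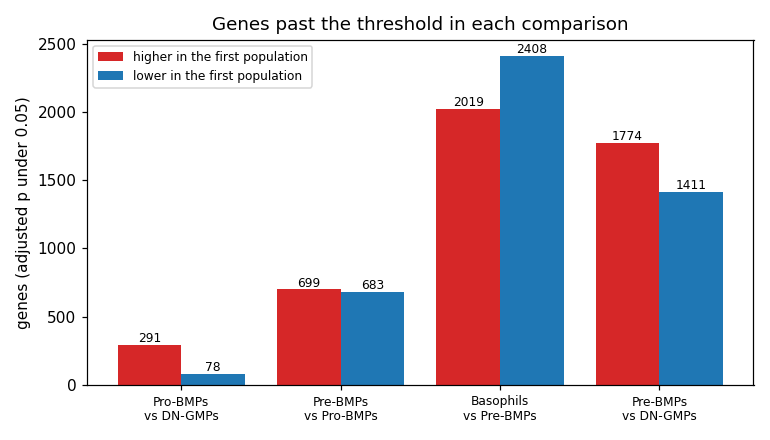
Genes with a limma adjusted p under 0.05 (vertical axis, number of genes, from 0) in each of the 4 comparisons (horizontal axis), as bars for genes higher and genes lower in the population named first. The Pro-BMP against DN-GMP comparison has 291 higher and 78 lower, and the basophil against Pre-BMP comparison 2019 higher and 2408 lower.

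Pre-BMPs were compared with Pro-BMPs, the step at which FceRIa appears at the surface. Genes of the neutrophil granule and progenitor list were lower and mast cell genes higher. Of 17 neutrophil granule and progenitor genes 0 rose and 16 fell (0 and 17 adjusted over the list alone; camera adjusted p = 2.65e-28), while of 14 mature neutrophil genes 0 rose and 0 fell (0 and 0 adjusted over the list alone; camera adjusted p = 0.202). Csf3r, the receptor for granulocyte colony-stimulating factor, fell from 181 ± 17.6 to 2.79 ± 3.93 CPM, or 0.517 without Pre-BMP replicate 2. Gfi1, a repressor needed for neutrophil development, fell from 106 ± 7.73 to 9.25 ± 2.03, and Hp, haptoglobin, fell by 3.83 on the log2 scale (SE 0.145, limma adjusted p = 1.27e-07). Of 15 mast cell genes, 9 rose and 0 fell (11 and 0 adjusted over the list alone; camera adjusted p = 3.91e-10). Tpsb2, a mast cell tryptase, had 0 reads in Pro-BMPs and was at least 563-fold higher in Pre-BMPs, at 33.6 ± 24.6, or 330-fold without Pre-BMP replicate 2. Of 23 basophil markers, 12 rose and 1 fell (15 and 1 adjusted over the list alone; camera adjusted p = 5.93e-12), with Prss34 reaching 1117 ± 251. The IgE receptor list had 7 members higher and 0 lower of 20 (10 and 1 adjusted over the list alone; camera adjusted p = 1.13e-06), among them the adaptor Lat2, which rose by 2.52 (SE 0.214, limma adjusted p = 4.56e-05).

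Gata2 rose again, from 164 ± 59.9 to 770 ± 157, and the transcription factor list had 10 members higher and 4 lower of 30 (13 and 6 adjusted over the list alone; camera adjusted p = 0.00281). That call was lost with an estimated correlation (adjusted p = 0.103). Ribosome biogenesis and Myc genes had 0 higher and 8 lower of 24 (0 and 15 adjusted over the list alone; camera adjusted p = 2.62e-09). Ncl, nucleolin, fell by 0.68 (SE 0.0925, limma adjusted p = 9.46e-04). S phase genes had 1 higher and 4 lower of 26 (1 and 10 adjusted over the list alone; camera adjusted p = 2.58e-06). Rrm2, a subunit of ribonucleotide reductase, fell by 1.01 (SE 0.126), and Rfc2 rose by 0.51 (SE 0.0742). G2 and M phase genes had 3 higher, Ccnb2, Kif23 and Top2a, and 0 lower of 26 (4 and 0 adjusted over the list alone; camera adjusted p = 4.37e-04), lost with an estimated correlation (adjusted p = 0.382). The calls of Ccnb2, Kif23 and Top2a were each lost with at least 4 of the 6 libraries left out in turn, with adjusted p up to 0.141, 0.0948 and 0.148. Of 20 cadherin, catenin and integrin genes, 7 rose and 0 fell (9 and 3 adjusted over the list alone; camera adjusted p = 0.00219), and of 13 cytokines and chemokines 5 rose and 1 fell (6 and 1 adjusted over the list alone; camera adjusted p = 0.0119). With an estimated correlation both were lost (adjusted p = 0.0588 and adjusted p = 0.235). The megakaryocyte and erythroid list had 4 higher and 1 lower of 20 (5 and 1 adjusted over the list alone; camera adjusted p = 2.68e-04). Its member Itga2b, which encodes CD41, rose from 132 ± 25.3 to 405 ± 72.4. Eosinophil genes had 3 higher and 0 lower of 12 (4 and 0 adjusted over the list alone; camera adjusted p = 0.0385), lost with an estimated correlation (adjusted p = 0.247). The calls of its higher members Il4, Ccr3 and Ear2 were each lost with 5 of the 6 libraries left out in turn. Their limma adjusted p reached 0.0869, 0.116 and 0.142, and the call of Ear2 was also lost with a replicate block (limma adjusted p = 0.0593). In total 699 genes were higher and 683 lower, and 752 changed by at least 1 on the log2 scale. Leaving out Pro-BMP replicate 1, Pro-BMP replicate 2 or Pre-BMP replicate 3 lowered the total to 885, 778 or 792. Without Pre-BMP replicate 1, 2 or 3, genes higher and lower numbered 438 and 520, 467 and 503, or 363 and 429. Without Pro-BMP replicate 1, 2 or 3 they numbered 473 and 412, 416 and 362, or 605 and 488. Which direction held more genes thus depended on the library left out.

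**Figure D3:**
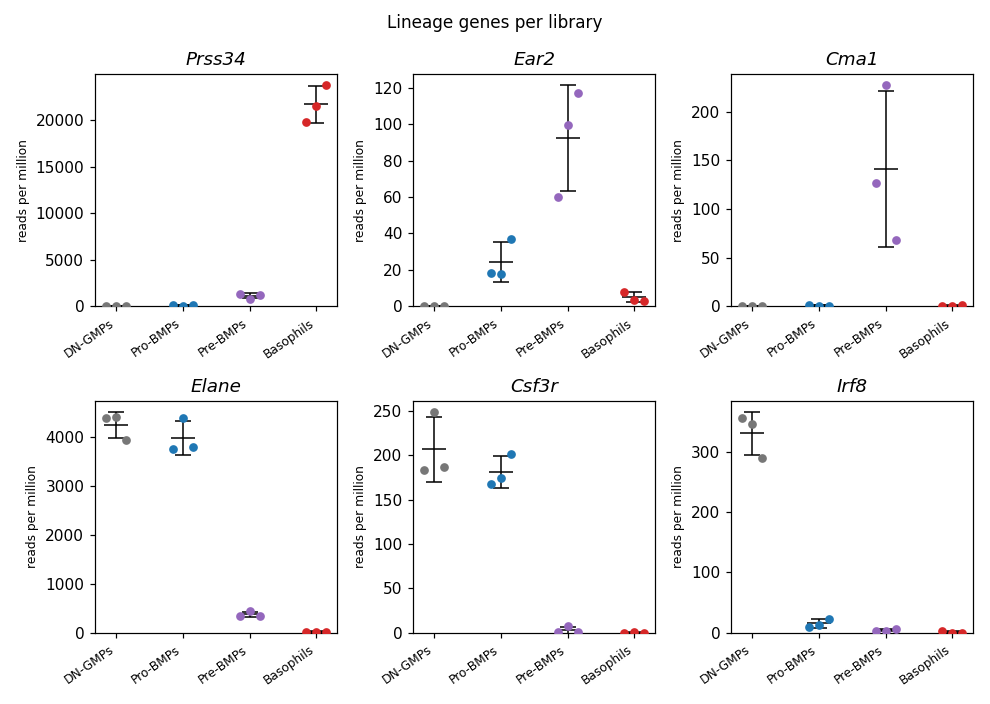
CPM (vertical axes, linear, from 0, a separate scale per gene) of Prss34, Ear2, Cma1, Elane, Csf3r and Irf8 in the 12 libraries by population (horizontal axes), with points for libraries and bars for the mean and SD of 3. Csf3r averages 181 in Pro-BMPs and 2.79 in Pre-BMPs, and Cma1 averages 141 in Pre-BMPs and 0.554 in basophils.

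Basophils were compared with Pre-BMPs, the last step among the sampled populations. The title names a basophil and a mast cell fate, but no mast cells were sampled. Whether genes that fell here, such as those of the mast cell list, are kept in mast cells was not tested. Of 23 basophil markers 21 rose and 0 fell (23 and 0 adjusted over the list alone; camera adjusted p = 7.41e-13). Ccl3, a chemokine, rose from 1.72 ± 0.151 to 530 ± 68.6 CPM, and Il18r1, an interleukin 18 receptor chain, from 0.931 ± 1.13 (0.305 without replicate 3) to 153 ± 26.1. Of 13 cytokines and chemokines 10 rose and 1 fell (11 and 1 adjusted over the list alone; camera adjusted p = 1.48e-06), with Ccl6 at 2023 ± 432 in basophils and 8.25 ± 1.75 in Pre-BMPs. C5ar1, the receptor for complement fragment C5a, had 0 reads in Pre-BMPs and was at least 3156-fold higher in basophils. The lipoxygenase Alox15 stood at 0.943 ± 0.956 (0.459 without replicate 1) and 1063 ± 117, and the interleukin 7 receptor Il7r at 0.0132 ± 0.0114 and 118 ± 15.4. Of 20 cadherin, catenin and integrin genes, 11 rose and 3 fell (11 and 3 adjusted over the list alone; camera adjusted p = 6.84e-04). The IgE receptor list had 10 higher and 1 lower of 20 (11 and 1 adjusted over the list alone; camera adjusted p = 5.41e-05).

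Ribosome biogenesis and Myc genes had 0 higher and 21 lower of 24 (0 and 22 adjusted over the list alone; camera adjusted p = 1.65e-14), with Wdr12 down by 2.82 on the log2 scale (SE 0.129, limma adjusted p = 1.31e-07). Stem and multipotent progenitor genes had 1 higher and 12 lower of 19 (1 and 13 adjusted over the list alone; camera adjusted p = 5.73e-07), and megakaryocyte and erythroid genes 1 higher and 10 lower of 20 (1 and 10 adjusted over the list alone; camera adjusted p = 0.00203). The eosinophil list had 2 higher and 8 lower of 12 (3 and 8 adjusted over the list alone; camera adjusted p = 0.0130), lost with an estimated correlation (adjusted p = 0.163) and lost with voom weights. Ear6 was at least 1070-fold lower, at 0 reads in basophils. The mast cell list had 3 higher and 7 lower of 15 (4 and 7 adjusted over the list alone; camera adjusted p = 0.153). Cma1, the mast cell chymase, fell from 141 ± 80.4 to 0.554 ± 0.879 (0.0463 without basophil replicate 3). G2 and M phase genes had 0 higher and 8 lower of 26 (0 and 15 adjusted over the list alone; camera adjusted p = 6.81e-04), lost with an estimated correlation (adjusted p = 0.393). Immediate early genes had 9 higher and 3 lower of 18 (9 and 3 adjusted over the list alone; camera adjusted p = 0.0103), also lost (adjusted p = 0.0900). Of 17 neutrophil granule genes 7 rose and 8 fell (8 and 9 adjusted over the list alone; camera adjusted p = 0.840). Elane, neutrophil elastase, fell from 378 ± 52.9 to 18.4 ± 7.30, and Cxcr2, of the mature neutrophil list, rose from 13.9 ± 8.61 (8.97 without replicate 2) to 686 ± 137. In total 2019 genes were higher and 2408 lower, and 2905 changed by at least 1 on the log2 scale. The median change over all genes was -0.10. The deposited scaled library sizes of basophils, 43220425 to 43357634, lay below the reads their columns list, while those of the 9 other libraries lay above. Scaling to the total of listed gene reads moved the median by -0.32 and the share of called genes that were higher from 45.6% to 26.6%. With voom weights 2357 were higher and 2246 lower (51.2% higher), and with the 2 populations fitted alone 2181 and 1967 (52.6%), so which direction held more genes depended on these choices.

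Pre-BMPs were compared with DN-GMPs as the ends of the progenitor gates. Of 23 basophil markers 15 rose and 1 fell (21 and 1 adjusted over the list alone; camera adjusted p = 3.39e-16), of 12 eosinophil genes 10 rose and 0 fell (10 and 0 adjusted over the list alone; camera adjusted p = 5.88e-12), and of 15 mast cell genes 11 rose and 0 fell (12 and 0 adjusted over the list alone; camera adjusted p = 2.59e-09). Gzmb, granzyme B, had 0 reads in DN-GMPs and was at least 3081-fold higher in Pre-BMPs, at 205 ± 36.0 CPM. Of 17 neutrophil granule genes 0 rose and 15 fell (0 and 15 adjusted over the list alone; camera adjusted p = 7.89e-19). Of 14 mature neutrophil genes 5 rose and 1 fell, and the list was not called (camera adjusted p = 0.165). Part of this list had little RNA to lose: Chil3, Retnlg and Camp stood at 0, 0 and 0.213 ± 0.333 CPM in DN-GMPs. In Pre-BMPs they were at 9.08 ± 4.38, 4.45 ± 5.49 and 11.2 ± 7.38. The list therefore cannot show that mature neutrophil expression was kept. The monocyte and dendritic cell list had 2 higher and 10 lower of 13 (2 and 11 adjusted over the list alone; camera adjusted p = 6.44e-06). Irf8, a factor of monocyte and dendritic cell development, fell from 331 ± 35.8 to 4.09 ± 1.78. The transcription factor Gata1 rose from 5.92 ± 4.73 to 205 ± 12.4. Megakaryocyte and erythroid genes had 13 higher and 3 lower of 20 (14 and 3 adjusted over the list alone; camera adjusted p = 3.26e-05). Some of these genes were also high in basophils, with Gata1 at 151 ± 29.7 and Itga2b at 1341 ± 216 CPM. From Pre-BMPs to basophils 1 of the 20 rose and 10 fell. Whether the list call reflects an erythroid program was not tested. S phase genes had 1 higher and 17 lower of 26 (1 and 17 adjusted over the list alone; camera adjusted p = 5.11e-09), while G2 and M phase genes had 9 higher and 0 lower of 26 (9 and 0 adjusted over the list alone; camera adjusted p = 2.59e-05). The second of these was lost with an estimated correlation (adjusted p = 0.304). The IgE receptor list had 14 higher and 1 lower of 20 (14 and 1 adjusted over the list alone; camera adjusted p = 1.14e-09), and ribosome biogenesis and Myc genes 0 higher and 14 lower of 24 (0 and 16 adjusted over the list alone; camera adjusted p = 2.62e-09). Calls lost with an estimated correlation were those of transcription factors, with 14 higher and 5 lower of 30 (15 and 5 adjusted over the list alone; camera adjusted p = 0.00126, then adjusted p = 0.081), and of cadherin, catenin and integrin genes, with 8 higher and 0 lower of 20 (9 and 2 adjusted over the list alone; camera adjusted p = 0.00251, then adjusted p = 0.0605). The call of cytokines and chemokines, with 5 higher and 0 lower of 13 (6 and 1 adjusted over the list alone; camera adjusted p = 0.00331), was lost as well (adjusted p = 0.163). Prss34 was not called in this comparison with voom weights (adjusted p = 0.0946). In total 1774 genes were higher and 1411 lower, and 1897 changed by at least 1 on the log2 scale. Quantile normalization moved the median change over all genes by -0.13.

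The overlap asks how many genes called in Pro-BMPs against DN-GMPs were also called in Pre-BMPs against DN-GMPs. Of the 291 genes higher in Pro-BMPs than in DN-GMPs, 273 were among the 1774 higher in Pre-BMPs, where independent lists of these sizes would share 35.5. Of the 78 lower genes, 57 were among the 1411 lower, where independent lists would share 7.56, and 3 genes were called in opposite directions. Groups simulated with no effect against the same DN-GMP libraries shared 0.01 higher genes on average. Groups with no effect yield few calls by construction, so that count cannot tell how many shared genes come from the shared controls. The covariance of the log2 changes was 1.92, with 0.502 in the simulations, a difference of 1.42. Their correlation was 0.654, with 0.501 in the simulations. The 3 DN-GMP libraries were too few to split, so part of the excess may come from the shared controls. Leaving out Pro-BMP replicate 3 lowered the number of genes shared in the same direction from 330 to 209, and fitting the 2 populations of each comparison alone lowered it to 188 (127 higher and 61 lower). Shared lower genes alone numbered from 34 (without DN-GMP replicate 1) to 64 (without DN-GMP replicate 2) when a library was left out. With voom weights 135 higher and 100 lower genes were shared, so the higher share moved from 82.7% to 57.4%.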

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

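Under an added 5 reads, the minimum of 50 scaled reads, TMM factors, quantile normalization, voom weights and the scalings chosen after seeing the data (an added 1 read, total of listed gene reads, median ratio), the counts of called genes, shared genes, called lists and called markers stayed within 1.5 times the reported ones. This holds for totals: counts by direction moved further with voom weights, to 155 genes higher in Pro-BMPs than in DN-GMPs and 135 higher and 100 lower shared genes, and with the total of listed gene reads, to 3813 genes lower in basophils. The planned filter alternative with no minimum removed the same 0 genes and the planned added 0.5 read is already in the deposited values, so neither gave a separate result. TMM factors moved the median change over all genes by 0.00016 or less in each comparison. They nearly repeat the deposited scaling and are a weak test of it. The planned edgeR and DESeq2 tests were not run. A minimum log2 change of 1 left 752 genes in Pre-BMPs against Pro-BMPs, 2905 in basophils against Pre-BMPs and 1897 in Pre-BMPs against DN-GMPs, because it removes genes by construction. Fitting the 2 populations alone gave 228 genes in Pro-BMPs against DN-GMPs and 188 shared genes, and the cause was not tested. An estimated correlation kept 30 of 47 list calls. With fry 62 of the 84 list tests were called, and these included 45 of the 47. Unlike camera, fry does not set list members against the other genes, so its calls are no check of the camera calls. For the mast cell list in basophils against Pre-BMPs the adjusted p was 0.153 with camera and 8.67e-05 with fry.

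With each library left out in turn, the totals ranged from 5948 to 6686 genes among the 4 populations, 231 to 481 in Pro-BMPs against DN-GMPs, 778 to 1093 in Pre-BMPs against Pro-BMPs, 3482 to 4062 in basophils against Pre-BMPs and 2163 to 3021 in Pre-BMPs against DN-GMPs. Shared genes ranged from 209 to 432, called lists from 46 to 50 and called marker tests from 13 to 19, against 18. Of 236 called tests of named genes, 184 kept their call in every such fit, 189 in every other alternative, and 0 changed direction.

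The replicate numbers were not taken as pairing the libraries, since the labels do not say so and deviations of same-numbered libraries correlated between -0.12 and 0.13 over 18 pairs, with 2 over 0.1. Of 12 libraries, 6 correlated best with one of their own number. Between Pro-BMPs and Pre-BMPs the 3 same-numbered pairs correlated at 0.0486, 0.108 and 0.127 and pairs of other numbers between -0.108 and 0.0015, a hint of pairing from the data, not the design. With the replicate block, 6524 genes differed among the 4 populations, and the comparisons gave 312, 1216, 4286 and 2944 genes in the order of the report, with 281 shared genes, 47 list calls and 16 marker calls. The rise of Cdh1 from Pro-BMPs to Pre-BMPs was not called with the block (adjusted p = 0.0705), and that of Itga2 from Pre-BMPs to basophils was (0.042). Other marker calls, not named here, were also lost with the block, since their number fell from 18 to 16.

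The reversals were all of results that were not called. The change of Fcgr3 from Pro-BMPs to Pre-BMPs, near 0, became 0.0052 with median-ratio scaling and 0.032 with the total of listed gene reads, because these moved the median of all genes up by 0.0065 and 0.033. It became 0.053 with quantile normalization, which moved that median by -0.051, and the cause was not tested. Among lists, adjusted p at the reversal was 0.0128 for MHC class II in Pre-BMPs against Pro-BMPs with fry, and 0.953 (replicate block) and 0.979 (voom weights) for cholesterol synthesis. It was 0.998 for cytokine receptors in Pro-BMPs against DN-GMPs with voom weights, and 0.370 for the neutrophil granule list there with quantile normalization. For the lymphoid list it was 0.889 in that comparison with the minimum of 50 reads, and in Pre-BMPs against DN-GMPs 0.663 (fry), 0.850 (2 populations alone), 0.996 (replicate block) and 0.964 (voom weights). The cause was not tested. Leave-out ranges that crossed 0 were -2.004 to 2.71 for Itga2, -0.34 to 0.66 for Itgam, -0.11 to 0.0378 for Cd79b and -0.0394 to 0.12 for Mcm6 in Pro-BMPs against DN-GMPs. They were -0.13 to 0.00092 for Fcgr2b and -0.0568 to 0.0716 for Fcgr3 in Pre-BMPs against Pro-BMPs, and -0.65 to 0.34 for Ly6a in Pre-BMPs against DN-GMPs. Leave-out adjusted p of lists that turned ranged from 0.694 to 0.979, 0.420 to 0.854 and 0.383 to 0.950 for lymphoid in Pre-BMPs against DN-GMPs, Pro-BMPs against DN-GMPs and Pre-BMPs against Pro-BMPs, 0.726 to 0.985 for cholesterol synthesis and 0.416 to 0.994 for monocyte and dendritic cell genes in basophils. At this depth a gene with 0 reads may still have been present below 3 reads per library by counting error alone, and higher given the spread between libraries.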

Other observations

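The tests of the Cdh1 and eosinophil patterns and the counts of peaks and troughs were chosen after the results were seen, and genes named here outside the rule were chosen after their values were seen. Pre-BMPs had genes that were called higher than in both neighbours of the series (114 genes) or lower than in both (182 genes), and Pro-BMPs had 11 and 20 such genes. No mast cells were sampled, so a peak in Pre-BMPs cannot be told from a gene kept in the mast cell fate. Among the Pre-BMP peaks, the tryptase Tpsb2 stood at 0 CPM in DN-GMPs and Pro-BMPs, 33.6 ± 24.6 in Pre-BMPs and 0.0231 ± 0.0231 in basophils. Its Pre-BMP libraries held 24.7, 61.4 and 14.6. Genes lower in Pre-BMPs than in both neighbours included Slpi, a protease inhibitor of neutrophils, at 64.8 ± 3.97 in Pro-BMPs, 5.40 ± 3.22 in Pre-BMPs and 200 ± 13.1 in basophils. They also included Hk3, a hexokinase, at 320.0 ± 29.6, 56.3 ± 1.47 and 652 ± 70.4. Genes called higher at every step numbered 52, among them Prss34, Cyp11a1 and Itgb7, and genes called lower at every step numbered 6, among them Ly6c2, which went from 942 ± 86.6 through 335 ± 39.4 and 16.5 ± 6.96 to 5.59 ± 1.76.

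Several lists gave no call with camera at the preset correlation. Some of these tests were called with fry, which does not set members against other genes, such as MHC class II genes in Pro-BMPs against DN-GMPs (fry adjusted p = 7.99e-05). Cholesterol synthesis, interferon response, lymphoid and mature neutrophil genes had camera adjusted p of 0.177, 0.0863, 0.624 and 0.296 in Pro-BMPs against DN-GMPs and 0.968, 0.307, 0.641 and 0.202 in Pre-BMPs against Pro-BMPs. In basophils against Pre-BMPs they had 0.322, 0.364, 0.655 and 0.451, and in Pre-BMPs against DN-GMPs 0.460, 0.0958, 0.985 and 0.165. Cytokine receptors had 0.140, 0.243, 0.0627 and 0.0958 in the same order, and MHC class II genes 0.0578, 0.618, 0.655 and 0.164. Stem and multipotent progenitor genes had 0.435, 0.192 and 0.164 in Pro-BMPs against DN-GMPs, Pre-BMPs against Pro-BMPs and Pre-BMPs against DN-GMPs, and immediate early genes 0.525, 0.196 and 0.224. Monocyte and dendritic cell genes had 0.192 in Pre-BMPs against Pro-BMPs and 0.757 in basophils against Pre-BMPs, where S phase genes had 0.119 and transcription factors 0.161. Among these uncalled tests, the median or mean change and the test differed in sign for neutrophil granule genes in Pro-BMPs, for mature neutrophil, monocyte, lymphoid, MHC class II and transcription factor genes in basophils, for cytokine receptors, MHC class II and cholesterol synthesis genes in Pre-BMPs against Pro-BMPs, and for lymphoid genes in Pre-BMPs against DN-GMPs. The cadherin, catenin and integrin list was called in Pro-BMPs against DN-GMPs (0.0331) and lost with an estimated correlation (adjusted p = 0.160) and lost with voom weights.

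Cdh1 RNA was higher in Pre-BMPs, labelled without surface E-cadherin, than in Pro-BMPs. The call of this rise was lost with any library of these populations left out and with the replicate block. An exchange of the Pro-BMP and Pre-BMP libraries is argued against by Fcer1a, which was higher in the Pre-BMP libraries by 8.72 on the log2 scale, as their label gives. Basophils carried into the Pre-BMP gate are argued against by other abundant basophil genes. Of 12 genes with at least 500 CPM in basophils and under 5 in DN-GMPs, 8 stayed in Pre-BMPs under 6.99% of their basophil level, which is 0.5 of the share that Cdh1 reached, such as Alox15 at 0.0887% and Ccl3 at 0.324%. The others were Cyp11a1, Fcer1a, Itgb7 and Ms4a2. Whether the gate description misstates E-cadherin stays open, since 147 CPM of Cdh1 RNA do not show the surface protein. A biological candidate explanation, RNA that precedes or outlasts surface protein, was not tested.

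Of 12 eosinophil genes, 9 were called higher in Pro-BMPs than in DN-GMPs. Prg2, major basic protein, averaged 3.89, 1484, 1827 and 224 CPM along the series, and Epx, eosinophil peroxidase, 1.39, 371, 574 and 29.6. A single source of fixed composition, such as eosinophil progenitors or carried-over eosinophils alike in both gates, would keep the members' levels relative to each other. It is argued against as the whole cause: over the 6 libraries, each centred on its 8 tested members, the changes from Pro-BMPs to Pre-BMPs differed between members more than their spread (F of the interaction 9.94, and 5.64 to 16.9 with a library left out). The highest F of the other splits was 1.89, but 10 splits are too few for a share under 0.05. The exclusion is narrow, since at the strictest degrees of freedom, which allow for members that vary together, the threshold of 0.05 was met with all 6 libraries, in 1 of the 6 fits with a library left out and in 7 of the 8 with a member left out. Among the 8 tested members, Ear2, Ear1 and Ear6 rose most (1.96, 1.85 and 1.10 on the log2 scale). Their values are uncertain, since reads shared by these near-identical genes may be missing from their counts or placed on the wrong copy. No fit left them out together, and without Ear2 the strictest p of the interaction F-test was 0.0551. The highest and lowest changes, of Ear2 and Il5ra, differed by 2.69, with an SE of 0.502 from these 2 populations alone and of 1.63 from all 4. The interaction test replaced a comparison of that pair, whose reading had also been changed, after the values were seen. With the SE from all 4 populations, that comparison was first read as fitting the single source and then as unable to decide. A source whose composition differs between the gates and a program of the sorted progenitors stay open, and neither was tested. The list shares 2 genes with other lists, and Alox15 and Ccr3, which basophils also express, are among its members but not among the 9 called. Il4 is among the 9 but not among the 8 tested members, and averaged 115 CPM in basophils. Its mean of 1.87 in Pro-BMPs fell to 0.264 without replicate 3.

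The counts of called genes were set against other groupings of the same libraries. Of 100 regroupings of the 12 libraries, the real one included, 1 gave as many genes among the 4 populations (6810, the highest other 4576), and chance can be excluded for that count. Of 100 regroupings of the 9 progenitor libraries, 1 shared as many genes (330, the highest other 194). For called lists, 3 of 100 regroupings gave as many as the real one (47). The highest other gave 53 and their median was 23, so the number of list calls at the preset correlation is a weak measure of itself, although the share is under 0.05. The same limit holds for the single camera p-values at that correlation. The 10 splits of 6 libraries are too few for a share under 0.05. The real split gave 369 genes in Pro-BMPs against DN-GMPs with 8 as the highest other, 1382 against 1 in Pre-BMPs against Pro-BMPs, 4427 against 2 in basophils against Pre-BMPs and 3185 against 1 in Pre-BMPs against DN-GMPs.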
